# Genomic Library Screens for Genes Involved in n-Butanol Tolerance in *Escherichia coli*

**DOI:** 10.1371/journal.pone.0017678

**Published:** 2011-03-08

**Authors:** Luis H. Reyes, Maria P. Almario, Katy C. Kao

## Abstract

**Background:**

n-Butanol is a promising emerging biofuel, and recent metabolic engineering efforts have demonstrated the use of several microbial hosts for its production. However, most organisms have very low tolerance to n-butanol (up to 2% (v/v)), limiting the economic viability of this biofuel. The rational engineering of more robust n-butanol production hosts relies upon understanding the mechanisms involved in tolerance. However, the existing knowledge of genes involved in n-butanol tolerance is limited. The goal of this study is therefore to identify *E. coli* genes that are involved in n-butanol tolerance.

**Methodology/Principal Findings:**

Using a genomic library enrichment strategy, we identified approximately 270 genes that were enriched or depleted in n-butanol challenge. The effects of these candidate genes on n-butanol tolerance were experimentally determined using overexpression or deletion libraries. Among the 55 enriched genes tested, 11 were experimentally shown to confer enhanced tolerance to n-butanol when overexpressed compared to the wild-type. Among the 84 depleted genes tested, three conferred increased n-butanol resistance when deleted. The overexpressed genes that conferred the largest increase in n-butanol tolerance were related to iron transport and metabolism, *entC* and *feoA*, which increased the n-butanol tolerance by 32.8±4.0% and 49.1±3.3%, respectively. The deleted gene that resulted in the largest increase in resistance to n-butanol was *astE*, which enhanced n-butanol tolerance by 48.7±6.3%.

**Conclusions/Significance:**

We identified and experimentally verified 14 genes that decreased the inhibitory effect of n-butanol tolerance on *E. coli*. From the data, we were able to expand the current knowledge on the genes involved in n-butanol tolerance; the results suggest that an increased iron transport and metabolism and decreased acid resistance may enhance n-butanol tolerance. The genes and mechanisms identified in this study will be helpful in the rational engineering of more robust biofuel producers.

## Introduction

There has been renewed interest in the four-carbon alcohol, n-butanol, within the scientific and industrial fields due to its potential as an alternative liquid fuel. n-Butanol has physiochemical properties comparable to gasoline, allowing its use as a fuel replacement in internal combustion engines without any modification [1]. Currently, members of the *Clostridia* genus are the only native n-butanol producers known [2], [3]. The solvent production in *Clostridia* is coupled to its complex growth phases, which creates difficulties in the engineering of the organism for improved n-butanol production. The complex growth and production phases and the strict anaerobic nature of the native producers have prompted researchers to pursue heterologous hosts for biobutanol production. In the last few years, with the advances in metabolic engineering, non-native producers of n-butanol such as *Escherichia coli* [4]–[6], *Saccharomyces cerevisiae* [7], *Lactobacillus brevis* [8], *Pseudomonas putida* [9] and *Bacillus subtilis* [9], have been demonstrated as potential hosts for use in n-butanol production. However, n-butanol is highly toxic to microorganisms [10]–[12], with most organisms able to tolerate up to 2% (v/v). An exceptional example corresponds to several adapted *P. putida* strains reported to be able to tolerate concentrations of n-butanol higher than 3% (v/v) in rich medium supplemented with glucose; however the tolerance level of the strains without glucose supplementation or in minimum medium were still 1%–2% (v/v) [13]. Understanding the mechanisms involved in n-butanol response can help to facilitate the engineering of production hosts for improved tolerance.

The toxic effects of n-butanol are believed to result from increased membrane fluidity in the presence of the solvent, disrupting the functions of membrane components [14]. Solvents affect the membrane by disrupting their fatty acid and protein structure. These disruptions alter membrane fluidity [15], impair internal pH regulation [10], disrupt protein-lipid interactions [15] and negatively impact energy generation by inhibiting nutrient transport [10]. Bacteria and other microorganisms can adopt diverse mechanisms to overcome the action of organic solvents. Examples of those mechanisms include: *i.* changes in the hydrophobicity of the outer envelope [16], *ii.* alterations of the cytoplasmic membrane, modifying its structure by changing the saturation of the fatty acids in the phospholipid layer [16], *iii.* changes in the permeability of the membrane by modifications of the lipopolysaccharides and porins [17], [18] of the outer membrane, and *iv.* enhanced efflux pump activity to excrete the solvent present in the cytoplasm [19].

Transcriptional analyses and genomic libraries have been used to investigate the molecular mechanisms involved in n-butanol tolerance in *C. acetobutylicum*. Tomas *et al* [20], using transcriptional analysis, determined that genes involved in general stress response and solvent formation in *C. acetobutylicum*, were upregulated under n-butanol stress. In a study using a *C. acetobutylicum* genomic library enrichment, overexpression of genes encoding for transcriptional regulators, specifically the genes CAC0003 and CAC1869 were identified to increase n-butanol tolerance by 13% and 81% respectively [15]. The response of *E. coli* to isobutanol via transcriptional analysis has elucidated that quinone malfunction and the action of ArcA are some of the key perturbations during solvent stress [21]. Rutherford *et al* [22] showed that n-butanol stress response in *E. coli* share components with other common stress responses. These commonalities include changes in respiratory functions (*nuo* and *cyo* operons), responses to heat shock, oxidative, and cell envelope stress (*rpoE*, *clpB*, *htpG*, *cpxR*, *cpxP*, *sodA*, *sodC*, and *yqhD*), and changes in metabolite transport and biosynthesis (*malE* and *opp* operon). These studies demonstrated that the response to n-butanol is a complex phenotype, involving multiple mechanisms.

Thus far, few genes have been directly identified to be involved in enhanced tolerance to n-butanol. Using an *E. coli* genomic library enrichment strategy, we identified several candidate genes that are involved in n-butanol tolerance. Candidate genes that are enriched or depleted from the genomic enrichment were tested using overexpression and knockout libraries, respectively. Several of the candidate genes tested were confirmed to reduce the growth inhibitory effects of n-butanol on *E. coli*.

## Results and Discussion

### Genomic library construction and description of n-butanol challenge

An *E. coli* genomic library with an approximately seven-fold-coverage of the *E. coli* genome was generated (details are described in the *Materials and Methods* section). The genomic library was exposed to increasing concentrations of n-butanol (0.5%, 0.9%, 1.3%, and 1.7% (v/v)) via batch serial transfers. To reduce false positives, control enrichments in the absence of n-butanol were included. Samples were collected after each step in the n-butanol challenge for subsequent analysis to identify the genes that are enriched or depleted in the presence of n-butanol.

### Identifying enriched genes via array-CGH

The plasmids from the genomic library after each step of the serial n-butanol challenge were extracted and hybridized to Comparative Genome Hybridization microarrays (array-CGH), using the unchallenged (original) *E. coli* genomic library as reference. 

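The deposited table holds 1 log ratio per gene for each of 16 arrays. These are 8 plasmid libraries, 4 from the steps of the n-butanol challenge and 4 from the control transfers without n-butanol, each hybridized to 2 technical arrays. By the sample labels the library under test carried Cy3 and the unchallenged library Cy5 on every array, with no dye swap. The authors scanned the arrays with GenePix and normalized each one by LOWESS. Neither the log base nor the direction of the deposited values is stated with them; both were taken from the legends of Fig. 1 and Fig. 2, log2(sample/reference), and the direction is called likely because all 58 genes that the paper's text and Table 1 name as enriched had a positive difference. An array gives 3419 to 4060 values for 4062 probes, of which 4042 carry 1 gene name. The number of arrays limits the precision: the correlation across genes between the 2 arrays of a library ranged from 0.189 for control step 3 and 0.287 for control step 1 to 0.766 for butanol step 2.

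The Results and the labels give 0.5% n-butanol for step 1, 0.9% for step 2, 1.3% for step 3 and 1.7% for step 4, whereas the Methods give 0% for the first step. Steps are named below by their deposited labels. In these labels the spread of the values falls from step 1 to step 4, while the columns of Fig. 1 and Fig. 2 run the other way. The 2 arrays of each library were averaged, and the 4 butanol steps were compared with the 4 control steps by limma for the 4038 genes with a value in all 8 libraries, with Benjamini-Hochberg adjustment. All differences below are butanol minus control on the log2 scale. The 4 steps of a group come from 1 line of serial transfers, so an adjusted p measures the spread between steps and not between cultures.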

The data obtained from the array-CGH were analyzed as described in the *Materials and Methods* section. Some of the enriched genes identified from the n-butanol challenge may indeed confer enhancements in n-butanol tolerance. However, certain genes may be enriched as a result of metabolic enhancement (*e.g.* more efficient nutrient uptake and utilization) rather than solvent tolerance. Since, the enriched genes from the controls likely confer general growth advantage through metabolic enhancements, any gene enriched in the n-butanol-challenged libraries that was also enriched in the control experiments was removed from further analysis. 

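Several of the genes with the largest differences from the controls lie side by side on the chromosome. The genes hpf, which encodes a ribosome hibernation factor, and ptsN, which encodes the enzyme IIA of the nitrogen phosphotransferase system, lie side by side and were higher than in the controls by 1.34 (standard error 0.20, adjusted p = 0.00682 from limma) and 1.37 (standard error 0.25, adjusted p = 0.012). Part of these differences lay in the controls, which stood below the reference in each step (-0.96 to -0.87 for hpf and -1.30 to -0.79 for ptsN). The butanol steps stood at -0.23 to 0.85 and -0.43 to 0.86. The adjacent genes ydaL, ydaM and abgR were higher by 1.10, 1.03 and 1.00. The genes ptsH and ptsI, for the general sugar phosphotransferase proteins HPr and enzyme I, were higher by 0.75 and 0.76. In all, 38 genes were higher in the 4 butanol steps at an adjusted p under 0.05 from limma (499 at an unadjusted p under 0.05) and 115 were lower (91 and 132 with the arrays scaled to the same spread, and 297 and 304 with the step as a block, which pairs each butanol library with the control of its step). The 38 lay in 23 separate runs of adjacent genes, where 10000 random gene orders gave a median of 38 runs and at least 33 (one-sided permutation p = 1e-04, the smallest these orders can give).

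The methods' t-test at a p below 5% found 427 genes higher. Of these, 313 also had a butanol mean above the reference and were not enriched in the controls, and 31 of the 313 were among the 38 genes called by limma; after Benjamini-Hochberg adjustment the methods' t-test kept 3 genes. The limma count of 38 depended on single libraries: it was 23 without control step 1, 14 without butanol step 2, 12 without control step 2, 13 without butanol step 3, 9 without control step 3, 570 without butanol step 4 and 19 without control step 4. The candidate count of 313 was 202 without butanol step 2, 196 without control step 3 and 676 without butanol step 4. The call of ptsN ended without control step 3 (adjusted p = 0.0537) and that of ptsH without butanol step 1, 2 or 3 or control step 2, 3 or 4 (up to 0.116 without control step 3).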

In the end, a total of 193 candidate genes were identified to be enriched from the n-butanol challenge. Their enrichment profiles are shown in **Figure 1**.

**Figure 1:**
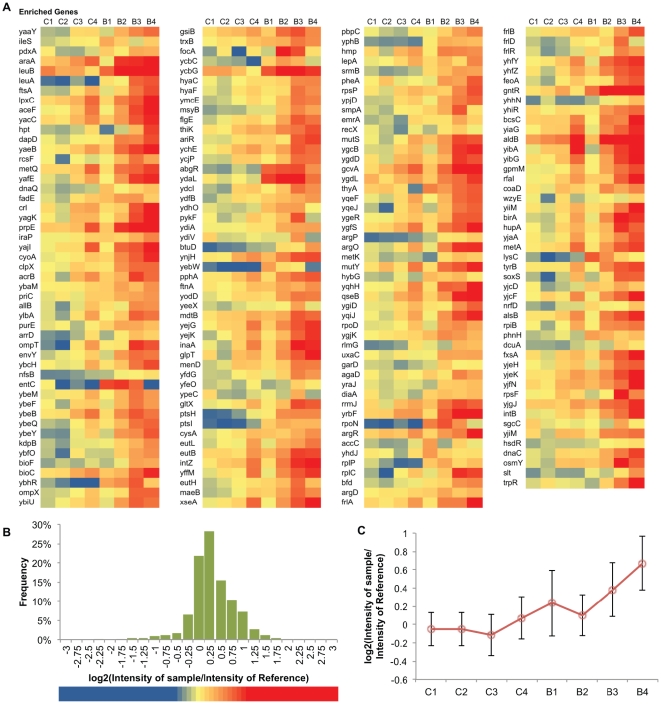
Profiles of genes significantly enriched in the n-butanol challenge. **A**. Heat map of all genes enriched. **B.** Histogram of the range of normalized *log_2_(Intensity of sample/Intensity of reference)*. The colored bar at the bottom part of the figure is the legend for Figure 3A. **C.** The averaged profile.

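Averaged over the 313 candidate genes, log2(sample/reference) was 0.38 ± 0.29 (SD over genes) in the library labelled butanol step 1, 0.41 ± 0.27 in step 2, 0.32 ± 0.27 in step 3 and 0.19 ± 0.20 in step 4. In control steps 1 to 4 it was -0.03 ± 0.27, -0.09 ± 0.23, -0.16 ± 0.23 and -0.10 ± 0.19. The genes were chosen by this difference, so the gap is not independent evidence of it. Single genes ran both ways: leuA, of leucine synthesis, stood at 0.84 in butanol step 1 and 0.11 in step 4 (mean of the controls -0.45), while lysC, an aspartokinase of lysine synthesis, stood at 0.04 in step 1 and 0.83 in step 4 (mean of the controls -0.38).

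In the 2 libraries labelled steps 1 and 2, 105 genes were higher than in the controls of those steps by limma (36 when each array was centred on its median, 310 with the step as a block and 804 without the first array of control step 1, a setting chosen after seeing the data), and in steps 3 and 4, 11 were higher (37 with the arrays scaled to the same spread). Of these, 6 genes were higher in both, where independent lists of these sizes would share 0.286. The lists are not independent, since both contrasts share 1 estimate of the spread and the steps come from 1 line of transfers. The 0.286 is therefore no measure of chance. In the counts below with 1 library left out, its group keeps a lone library, which is assumed to vary like the other groups. Leaving out a library of steps 3 or 4 does not alter the differences in steps 1 and 2. It alters the estimate of the spread alone, in the same way for step 3 and step 4 of a group. The difference between the later and the earlier steps, tested itself, passed for 0 genes by limma (100 larger and 115 smaller at an unadjusted p under 0.05, smallest adjusted p = 0.274), and for 8 genes without butanol step 2 and 1 without control step 1. Without 1 library the 105 became 24 (butanol step 1), 2 (control step 1), 35 (butanol step 2), 1 (control step 2), 238 (butanol step 3), 8 (control step 3), 238 (butanol step 4) or 8 (control step 4), and the 11 became 2 (butanol step 3), 0 (control step 3) or 2 (control step 4).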

Among the enriched set of genes shown in **Figure 1**, approximately 30% have membrane-related functions based on Gene Ontology (GO) terms (whereas around 17% of the currently annotated *E. coli* genes are membrane-related), which corresponds with the main cellular response to the presence of other organic solvents [13], [23]–[25]. 

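Among the genes of these groups, ybhR, a subunit of an ABC transporter, stood out: its mean log2(sample/reference) was 0.51 ± 0.25 (SD, n = 4 steps) with n-butanol and -0.51 ± 0.25 in the controls, a difference of 1.02 (standard error 0.17, adjusted p = 0.00943 from limma). It lies in a run of 4 adjacent genes that were all higher, ybhP, ybhQ, ybhR and ybhS. All 5 efflux pumps and anti-porters of Table 1 had a positive difference, and ybhR alone passed. The 12 amino acid and sugar transporters and the 13 membrane lipoproteins were also positive throughout, and 0 of them passed in limma (4 and 7 at an unadjusted p under 0.05); btuD, for vitamin B12 import, had a difference of 0.50 (adjusted p = 0.104), cyoA, a subunit of cytochrome bo oxidase, 0.58 (adjusted p = 0.105) and sgcC 0.06 (adjusted p = 0.802), which turned to -0.01 when each array was centred on its median. Of the 4 multidrug resistance and the 3 stress response genes, 0 passed in limma and 1 each at an unadjusted p under 0.05.

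As groups, the efflux pumps (adjusted p = 0.0108 from camera), the transporters (adjusted p = 0.00556) and the lipoproteins (adjusted p = 0.00165) were shifted upward relative to other genes at a preset correlation of 0.01, but with an estimated correlation their adjusted p = 0.378, 0.543 and 0.543. The groups were chosen by the study on these samples and are not independent evidence of their direction. Without butanol step 4, 28 further genes of the 58 that the paper's text and Table 1 name passed. In these groups they included btuD (adjusted p = 0.0159), kdpB (adjusted p = 0.0265), cyoA (adjusted p = 0.00793), ompX (adjusted p = 0.0461) and the efflux group's argO (adjusted p = 0.0122) and focA (adjusted p = 0.0234). When the step was a block, the genes that passed included btuD (adjusted p = 0.0292), cyoA (adjusted p = 0.0237), argO (adjusted p = 0.0386) and the lipoprotein-group gene ompT (adjusted p = 0.021).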

The main groups of enriched membrane-related genes are those constituting efflux pumps and anti-porters, amino acid and sugar transporter systems, membrane lipoproteins, multidrug resistance and stress response genes. **Table 1** shows the list of enriched genes with membrane-related functions.

**Table 1:** Membrane related genes enriched in the n-butanol challenge.

Function	Genes enriched
Efflux pump and anti-porters	*acrB, argO, emrA, focA* and *ybhR*
Amino acid and sugar transporter systems	*agaD, alsB, btuD, dcuA, frlA, glpT, gsiB, kdpB, metQ, sgcC, ycjP* and *yjeH*
Membrane lipoproteins	*cyoA, eutH, eutL, hyaC, ompT, ompX, rfaI, smpA, yajI, yfdG, ygdD, yjcD* and *ypjD*
Multidrug resistance	*acrB, emrA, mdtB* and *ychE*
Stress response	*ompT, yjaA* and *yodD*

The genes *acrB, argO, mdtB, emrA* were enriched in the n-butanol challenge. 

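The gene acrB, for the inner membrane pump of the AcrAB-TolC system, had a mean log2(sample/reference) of 0.56 ± 0.34 (SD, n = 4 steps) with n-butanol and 0.18 ± 0.34 in the controls, a difference of 0.38 (standard error 0.21, adjusted p = 0.271 from limma). The differences were 0.55 for argO (standard error 0.23, adjusted p = 0.195), 0.33 for mdtB (standard error 0.15, adjusted p = 0.225) and 0.32 for emrA (standard error 0.14, adjusted p = 0.212). Each of the 4 genes was higher with n-butanol in 4 of 4 steps, and none passed the test. The gene emrB, which encodes the partner of EmrA and lies next to emrA, was lower with n-butanol, at -0.37 ± 0.42 against 1.25 ± 0.42 in the controls, a difference of -1.61 (standard error 0.24, adjusted p = 0.00682). It lies in a run of 3 lower genes with luxS (-2.06) and gshA, so its difference cannot be told apart from theirs.

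Of 35 genes of drug and solvent efflux listed before the data were examined, 0 were higher in limma (6 at an unadjusted p under 0.05) and 1, emrB, was lower, with the same result adjusted over the list alone. The gene argO passed without butanol step 4 (adjusted p = 0.0122) and with the step as a block (adjusted p = 0.0386). From the enrichment of acrB the paper proposes that AcrB plays a role in n-butanol tolerance, possibly by lowering the concentration of solvent in the cytoplasm, and it extends this to ArgO, MdtABC and EmrAB.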

Studies in *E. coli* have shown that the AcrAB efflux system is important in multidrug, cyclohexane, n-hexane and n-pentane resistance [26]. Our result suggests that AcrB plays a role in n-butanol tolerance as well, possibly by alleviating the cytoplasmic concentration of solvent. Similar conclusions can be drawn for the arginine effluxer (ArgO), the MdtABC multidrug export system [27] and the EmrAB transport system [28]. 

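Of the genes argD, argR, dapD, lysC, leuA and leuB, 3 were higher with n-butanol. The adjacent leucine synthesis genes leuB and leuA were higher by 0.94 (standard error 0.21, adjusted p = 0.0306 from limma) and 0.88 (standard error 0.20, adjusted p = 0.035), and lysC by 0.77 (standard error 0.18, adjusted p = 0.0355). In the controls leuB also lay above the reference, at 0.24 to 0.86 on every array but the first of control step 1 (-0.59). The difference was 0.58 for dapD, of lysine synthesis (adjusted p = 0.077), 0.29 for argR, the repressor of arginine synthesis (adjusted p = 0.341), and 0.20 for argD, of arginine synthesis (adjusted p = 0.296). The gene dapD passed with the step as a block (adjusted p = 0.0291) and without butanol step 4 (adjusted p = 0.0046). Adjusted over the list alone, 4 of the 6 passed, dapD being the fourth; the study chose the list on these samples, so this is not independent evidence. The group's shift had an adjusted p = 0.00201 from camera and an adjusted p = 0.305 with an estimated correlation.

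In lists fixed before the data were examined, 2 of 14 leucine synthesis genes were higher (2 adjusted over the list alone), 1 of 11 lysine synthesis genes (3 adjusted over the list alone) and 0 of 12 arginine synthesis genes in limma (2 at an unadjusted p under 0.05). Of 22 genes of glucose uptake and glycolysis 2 were higher, ptsH and ptsI (camera adjusted p = 0.0251, and adjusted p = 0.301 with an estimated correlation). Leaving out any 1 library apart from butanol step 4 ended the call of leuB (adjusted p up to 0.109 without control step 3), as did scaling the arrays to the same spread (difference 0.47, adjusted p = 0.0971) and another estimate of the spread (adjusted p = 0.0886). The call of leuA ended without butanol step 1, 2 or any control step (up to 0.125 without control step 3), and that of lysC without butanol step 2 or 3 or any control step (up to 0.142 without control step 3); centring each array on its median also ended the call of lysC (adjusted p = 0.0612). Without step 1 in both groups the calls of leuB and leuA ended (adjusted p = 0.104 and 0.112).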

Enrichment of genes involved in amino acid and sugar transport, such as *argD, argR, dapD, lysC, leuA* and *leuB*, suggest that higher energy requirements may be needed to overcome the solvent challenge. 

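The outer membrane protein gene ompX had a mean log2(sample/reference) of 0.41 ± 0.42 (SD, n = 4 steps) with n-butanol and 0.01 ± 0.17 in the controls, a difference of 0.40 (standard error 0.20, adjusted p = 0.241 from limma). The value of smpA, which encodes the lipoprotein now named BamE, was 0.38 ± 0.33 with n-butanol and -0.05 ± 0.13 in the controls, a difference of 0.43 (standard error 0.17, adjusted p = 0.181). Both were higher with n-butanol in 4 of 4 steps. Among 26 measured envelope stress genes listed before the data were examined, 2 were higher and 2 were lower. The adjacent genes rcsB and rcsC, which encode a phosphorelay that senses envelope damage, were higher by 0.64 (adjusted p = 0.0279) and 0.58 (adjusted p = 0.0364). Their control arrays all lay below the reference, at -1.22 to -0.27 and -1.02 to -0.21. Their butanol arrays lay on both sides of it, at -0.84 to 0.37 and -0.38 to 0.38, so neither was clearly enriched over the reference. In contrast, spy, for a periplasmic chaperone, and pspC, of the phage shock response, had differences of -0.92 (adjusted p = 0.00943) and -0.60 (adjusted p = 0.0308).

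As a group the envelope stress genes did not pass camera (adjusted p = 0.480). The gene ompX passed without butanol step 4 (adjusted p = 0.0461). The call of rcsB ended without butanol step 2 or 3 or control step 1, 2 or 3 (adjusted p up to 0.118 without control step 2), that of rcsC without the same libraries or butanol step 1 (up to 0.161 without control step 2), and that of pspC without butanol step 1 or 3 or control step 1, 2 or 3 (up to 0.127 without control step 3). Centring each array on its median ended the call of rcsC (difference 0.51, adjusted p = 0.0711), and leaving out step 1 in both groups ended those of rcsB, rcsC and pspC (adjusted p = 0.0674, 0.107 and 0.0883).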

The enrichment of genes such as *ompX*, which is a part of a complex regulatory network involved in the control of outer membrane adaptability and permeability [29], and *smpA*, encoding for the small outer-membrane lipoprotein regulated by σ^E^ [30], potentially suggest that one mechanism for n-butanol resistance is by preventing n-butanol influx to the cytosol and the disruption of the cell envelope. 

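The gene yjcD, named ghxP in the reference annotation, had a mean log2(sample/reference) of 0.26 ± 0.10 (SD, n = 4 steps) with n-butanol and -0.12 ± 0.13 in the controls. The difference of 0.39 (standard error 0.12) had an adjusted p = 0.117 from limma. It was higher in 4 of 4 steps and was a candidate by the methods' t-test.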

The xanthine/uracil permease (YjcD), enriched in our experiment, has been predicted to belong to the *purR* regulon [31], which has been identified to be involved in organic solvent tolerance [32]. YjaA and YodD are proteins involved in stress response of *E. coli* to hydrogen peroxide, cadmium and acid [33], and our data suggests a potential link of those genes with tolerance to n-butanol. 

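The difference for yjaA was 0.32 (standard error 0.19, adjusted p = 0.302 from limma), with 0.45 ± 0.36 (SD, n = 4 steps) with n-butanol and 0.13 ± 0.23 in the controls. For yodD it was 0.41 (standard error 0.15, adjusted p = 0.16), with 0.47 ± 0.26 against 0.06 ± 0.12. The gene soxS, for the activator of the superoxide response, had a difference of 0.50 (standard error 0.24, adjusted p = 0.234), with 0.39 ± 0.48 against -0.11 ± 0.34. Its chromosomal neighbour soxR, which encodes the sensor that controls soxS and was chosen after its value was seen, lies between soxS and yjcD and had a difference of 0.39 (adjusted p = 0.231). None of these genes passed the test. Without butanol step 4, yodD (adjusted p = 0.0195), soxS (adjusted p = 0.0362) and soxR (adjusted p = 0.023) did, and with the step as a block yodD did (adjusted p = 0.044).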

SoxS, a transcriptional activator, has been found as an important transcription factor in the nitric acid, hydrogen peroxide and oxidative stress [34], [35], and tolerance to multiple drugs [36] and cyclohexane [26], possibly via lipopolysaccharide modification.

A gene ontology analysis of the enriched set of genes, using the toolkit GOEAST (Gene Ontology Enrichment Analysis Software Toolkit) [37], was carried out to identify significantly enriched Gene Ontology (GO) groups in our dataset. The enriched GO terms from the list of enriched genes are summarized in **Table 2**.

**Table 2:** Gene Ontology terms enriched in the enriched set of genes.

GO ID	Term	Log odd-ratio	Corrected p-value
GO:0003700	Sequence-specific DNA binding transcription factor activity	0.62	0.07
GO:0016564	Transcription repressor activity	0.90	0.07
GO:0050897	Cobalt ion binding	1.71	0.06
GO:0030145	Manganese ion binding	1.03	0.09
GO:0006525	Arginine metabolic process	1.71	0.06
GO:0009085	Lysine biosynthetic process	2.64	0.01
GO:0019867	Outer membrane	0.97	0.07
GO:0009102	Biotin biosynthetic process	2.93	0.01
GO:0030955	Potassium ion binding	2.20	0.02
GO:0046912	Transferase activity, transferring acyl groups, acyl groups converted into alkyl on transfer	2.93	0.02
GO:0009098	Leucine biosynthetic process	3.20	0.02
GO:0006352	Transcription initiation	2.93	0.02
GO:0016987	Sigma factor activity	2.71	0.03
GO:0044011	Single-species biofilm formation on inanimate substrate	3.52	0.02
GO:0070301	Cellular response to hydrogen peroxide	3.10	0.02

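The biotin genes bioC and bioF had positive differences that did not pass the test. The difference was 0.29 for bioC (standard error 0.19, adjusted p = 0.337 from limma) and 0.33 for bioF (standard error 0.16, adjusted p = 0.239), each higher in 4 of 4 steps. Other genes of the bio operon ran the same way, with 0.67 for bioD (standard error 0.18, adjusted p = 0.0656), 0.49 for bioA (adjusted p = 0.21) and 0.44 for bioB (adjusted p = 0.18). Of 11 genes of biotin synthesis and acetyl-CoA carboxylase listed before the data were examined, 9 had a positive difference and 0 passed in limma (5 at an unadjusted p under 0.05); adjusted over the list alone, 1 passed, bioD.

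The genes birA, bioC and bioF as a group, chosen by the study on these samples, did not pass camera (adjusted p = 0.159). The shift of the longer list had an adjusted p = 0.0292 from camera and an adjusted p = 0.542 with an estimated correlation. Without butanol step 4, bioD (adjusted p = 0.00778), bioA (adjusted p = 0.0199), bioB (adjusted p = 0.0196) and bioF (adjusted p = 0.0489) passed. The step as a block gave calls of bioD (adjusted p = 0.00978) and bioA (adjusted p = 0.0421).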

Biotin (*birA*, *bioC*, and *bioF*) and amino acid biosynthesis (arginine, lysine, and leucine) were among the functions enriched from the GO-term analysis. Enzymes requiring biotin include acetyl-CoA carboxylase, pyruvate carboxylase, propionyl-CoA carboxylase, methylcrotonyl-CoA carboxylase, geranoyl-CoA carboxylase, oxaloacetate decarboxylase, methylmalonyl-CoA decarboxylase, transcarboxylase and urea amidolyase, which are involved in a variety of different processes such as fatty acid biosynthesis, amino acid metabolism and the citric acid cycle. In fatty acid biosynthesis, biotin has been demonstrated to affect the lipid composition of the cell wall and membrane of *E. coli* [38]; cells deficient in biotin showed a decrease in unsaturated fatty acids, the presence of unsaponifiable lipid material and the lack of a lipopolysaccharide fraction in the cell wall and membrane [38]. One of the microbial defense mechanisms against organic solvents involves alterations of the cytoplasmic membrane structure, either by modifying the degree of saturation of the fatty acids, isomerization of unsaturated fatty acids, or altering the dynamics of the phospholipid turnover, thereby reestablishing the fluidity and stability of the membrane [16]. Modifications of the lipopolysaccharides in the presence of organic solvents has also been identified [17]. Thus, the enrichment in biotin biosynthesis genes suggests that increased biosynthesis of biotin may help to enhance cell wall and/or membrane integrity. However, the enrichment of *birA*, which is a repressor of the biotin biosynthesis genes, runs counter to this argument. 

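The mean log2(sample/reference) of birA was 0.66 ± 0.52 (SD, n = 4 steps) with n-butanol and 0.07 ± 0.27 in the controls. The difference of 0.60 (standard error 0.24, adjusted p = 0.186 from limma) was positive in 4 of 4 steps; butanol step 2 stood at 1.12 and butanol step 4 at -0.04. Among the subunit genes of acetyl-CoA carboxylase, the enzyme that BirA biotinylates, the difference was 0.44 for accD (standard error 0.14, adjusted p = 0.129), 0.28 for accC (adjusted p = 0.291), 0.13 for accB (adjusted p = 0.619) and -0.03 for accA (adjusted p = 0.878), which turned to 0.05 on the first arrays alone. Without butanol step 4, birA (adjusted p = 0.012) and accD (adjusted p = 0.0195) passed. The call of birA was also gained with the step as a block (adjusted p = 0.0351).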

Since BirA also serves the role of the biotin-ligase in the activation of the enzyme acetyl-CoA carboxylase (ACC) [39], which is the first committed step in fatty acid biosynthesis, the enrichment of *birA* seems to suggest that the activation of ACC may have a larger effect on n-butanol tolerance than reduction in biotin biosynthesis. Several ion-binding proteins were enriched in our studies (*allB, metK, pdxA, araA, leuB, menD, pphA and pykF*). 

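All 8 genes had a positive difference, and 1, leuB, passed limma's test, though it also lay above the reference on most control arrays. The difference was 0.38 for pdxA, of pyridoxal phosphate synthesis (standard error 0.13, adjusted p = 0.151), and ranged from 0.22 for metK to 0.35 for allB among metK, pykF, menD, pphA and allB. The gene araA, for arabinose isomerase, had a difference of 0.73 (standard error 0.44, adjusted p = 0.315), with 2.78 in butanol step 1 and -0.03 in butanol step 4. Its neighbours differed from it, with 0.01 for araD and -0.15 for araB. By the Methods, the strain used carries a deletion from araD to araB, and araA lies between these genes. If the library was made from this strain, no insert carries araA, and its value cannot be read as enrichment of the gene.

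As a group the 8 genes had an adjusted p = 0.0138 from camera and an adjusted p = 0.543 with an estimated correlation, on a list that the study chose on these samples. Adjusted over the list alone, 1 passed. Both araA and pphA passed without butanol step 4 (adjusted p = 0.0386 for each), but the difference of araA was 0.20 without butanol step 1 (adjusted p = 0.656), where its value rests on 1 array.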

Enrichment in the potassium transporter, *kdpB*, suggests that ion transport may be involved in n-butanol tolerance, possibly by increasing the motive force of many efflux pumps systems [40]. In addition, several genes with transcriptional regulation-related functions, such as *srmB*, *rpoD*, *rpoN*, *rplP*, *rplC*, *rpiB* and *rpsF*, were also enriched. 

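The gene kdpB, for the catalytic subunit of the potassium-transporting P-type ATPase, had a mean log2(sample/reference) of 0.27 ± 0.25 (SD, n = 4 steps) with n-butanol and -0.13 ± 0.11 in the controls, a difference of 0.40 (standard error 0.15, adjusted p = 0.159 from limma). The next gene, kdpC, had a difference of 0.33 (standard error 0.12, adjusted p = 0.167), and trkH, for another potassium transporter, 0.31 (adjusted p = 0.202). The potassium uptake gene kup ran the other way and further, at -2.79 ± 1.23 with n-butanol and -0.99 ± 0.57 in the controls (difference -1.80, adjusted p = 0.0765). Of 13 measured potassium transport genes listed before the data were examined, 0 passed in limma (4 higher and 1 lower at an unadjusted p under 0.05), and 0 when adjusted over the list alone. Without butanol step 4, kdpB (adjusted p = 0.0265) and kdpC (adjusted p = 0.0488) passed as higher and kup (adjusted p = 0.000215) as lower; with the step as a block kup passed (adjusted p = 0.0118).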

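Of these 7 genes, 3 were higher with n-butanol. The gene rpoN, for the nitrogen sigma factor, was higher by 1.06 (standard error 0.20, adjusted p = 0.0139 from limma), rplP, for a protein of the large ribosomal subunit, by 0.59 (standard error 0.13, adjusted p = 0.0308) and srmB, for an RNA helicase of ribosome assembly, by 0.55 (standard error 0.12, adjusted p = 0.0348). The difference was 0.65 for rplC (adjusted p = 0.174), 0.42 for rpiB (adjusted p = 0.202), 0.30 for rpoD (adjusted p = 0.265) and 0.30 for rpsF (adjusted p = 0.445). With the step as a block rplC passed (adjusted p = 0.0231), and without butanol step 4 rplC, rpiB and rpoD did (adjusted p = 0.0214, 0.0266 and 0.0362). The gene rpoN lies in the longest run of higher genes, 7 in a row, which also holds lptA and lptB of lipopolysaccharide transport, and the plot of this stretch shows that the means of lptA and lptB lay below the reference in both groups, with lptB at 0.17 in butanol step 4.

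Among 7 sigma factor genes listed before the data were examined, rpoN alone was higher (1 adjusted over the list alone; camera adjusted p = 0.0146, and adjusted p = 0.305 with an estimated correlation). Of 52 measured ribosomal protein genes 3 were higher, rplF, rplP and rplW, and 2 lower, rplQ at -0.77 and rpsD at -0.91 (4 and 4 adjusted over the list alone). Both rplQ and rpsD lie in a run of 3 lower genes with rpoA, so their differences cannot be told apart. Their control arrays all lay above the reference, at 0.26 to 1.53 and 0.31 to 1.63. Their butanol arrays lay on both sides of it, at -0.22 to 0.22 and -0.83 to 0.35. The 7 genes of the study's list had an adjusted p = 0.00201 from camera and an adjusted p = 0.305 with an estimated correlation, and the ribosomal proteins 0.00231 and an adjusted p = 0.502; the study chose the first list on these samples, and 4 of its genes passed when adjusted over the list alone. The call of rpoN ended without butanol step 3 (adjusted p = 0.0577) or control step 3 (adjusted p = 0.0636). That of srmB ended without any 1 library but butanol step 4 (up to 0.137 without control step 3) and that of rplP without control step 1, 2 or 3 or butanol step 2 or 3 (up to 0.127 without control step 2). Those of rplQ and rpsD ended without control step 2 (adjusted p = 0.0623 and 0.052), that of rplF without any 1 library but butanol step 4 (up to 0.14 without control step 3), and that of rplW without control step 1, 2, 3 or 4 or butanol step 2 or 3 (up to 0.151 without control step 3). Centring each array on its median ended the calls of rplP, rplF and rplW (adjusted p = 0.0593, 0.0521 and 0.0684), and leaving out step 1 in both groups ended these and that of srmB (adjusted p = 0.0998, 0.12, 0.0673 and 0.0991).

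**Figure D1:**
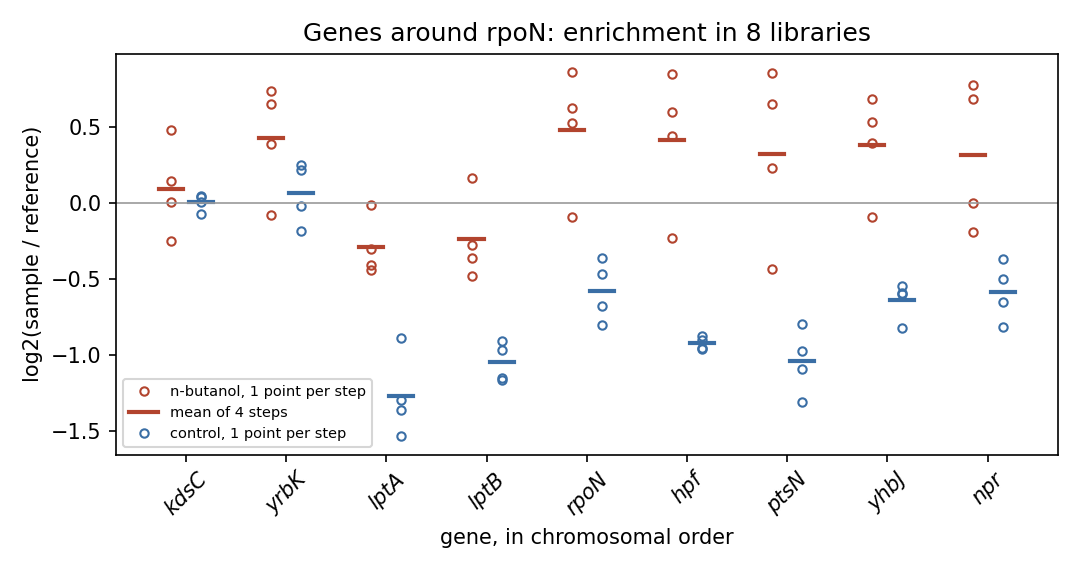
The log2(sample/reference) of genes around rpoN in chromosomal order (MG1655, ASM584v2), 1 open point per library and a bar at the mean of 4 steps. In rpoN the 4 butanol libraries lie between -0.09 and 0.86 and the 4 controls between -0.80 and -0.36.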

Borden and Papoutsakis also found that 4 out of 16 loci that were enriched in a *C. acetobutylicum* genomic library under n-butanol stress were transcriptional regulators [15]. This suggests that global transcriptional perturbations may be involved in n-butanol tolerance.

### Analysis of genes enriched during n-butanol challenge through the use of an overexpression library

To validate whether the genes enriched from the n-butanol-challenged libraries were indeed involved in enhanced n-butanol tolerance, we used clones from the ASKA collection [41], which is an ORFeome library collection for *E. coli* K-12. Two parameters were calculated to determine the enhancement in n-butanol tolerance due to overexpression of a gene, the Improvement in the Inhibitory Effect (IIE) and the Reduction of Specific Growth Rate in absence of n-butanol (RSGR), as described in the *Materials and Methods* section. IIE measure the increase (in percentage) in the n-butanol tolerance (defined as the improvement of the specific growth rate in presence of n-butanol in comparison with the specific growth rate in absence of the solvent) of the overexpression strain in comparison with the wild-type strain. Positive values of IIE signify improvements in n-butanol tolerance in the overexpression strain compared to the wild-type. RSGR measures the change of the specific growth rate due to the overexpression of the gene. Under the hypothesis that an increase in the maximum specific growth rate (µ_max_) is an indication of enhanced tolerance to the solvent, we calculated the parameters IIE and RSGR for each of the strains overexpressing the candidate genes tested. Another alternative measurement to determine the enhancement in n-butanol tolerance is the growth yield. However, based on our data, the specific growth rate seems to be a more sensitive measurement of such improvement (overexpression of some genes decrease the specific growth rate without a significant effect on the growth yield).

We screened 55 out of the 194 genes that were enriched in the n-butanol-challenged library, and identified 11 genes that conferred significant increase in n-butanol tolerance when overexpressed (**Table 3**). Two genes involved in iron metabolism (*entC* and *feoA*) were found to confer a significant increase in n-butanol resistance. Iron metabolism has not been previously associated with enhanced n-butanol tolerance. However, several genes related to iron metabolism were downregulated in *E. coli* under isobutanol stress [21], suggesting a disruption in iron metabolism. Thus, the enhanced n-butanol resistance in *entC* and *feoA* overexpressing strains may be due to the compensatory effects of such a disruption in n-butanol stress. Interestingly, three of the 11 genes (*yibA*, *metA* and *ymcE* [42]–[44]) are heat shock related genes. These genes are under the control of σ^32^, which is a sigma factor that is active under several stress conditions. Overexpression of the outer membrane protease, OmpT, which is active under extreme denaturing conditions [45], was found to increase n-butanol tolerance. The formate transporter, encoded by the gene *focA*, which can also act as an efflux pump that regulates the intracellular formate pool [46], also enhanced n-butanol tolerance when overexpressed.

**Table 3:** Genes that significantly increase n-butanol tolerance when they are overexpressed using ASKA collection.

Clone	IIE	RSGR	p-Value
*ompT*	10.8±0.9%	−13.3±0.7%	0.01
*entC*	32.8±4.0%	−0.8±0.1%	0.05
*yibA*	12.7±0.8%	−8.4±0.3%	0.02
*metA*	14.9±0.9%	−7.2±0.2%	0.01
*alsB*	13.9±1.0%	−12.2±0.6%	0.02
*phnH*	42.4±3.0%	18.4±0.4%	0.01
*feoA*	49.1±3.3%	3.6±0.1%	0.00
*focA*	4.3±0.2%	−15.4±0.3%	0.02
*hyaF*	20.8±2.1%	15.4±0.6%	0.03
*ymcE*	13.2±0.4%	−11.1±0.2%	0.02
*yfdG*	20.3±1.4%	4.9±0.2%	0.00

### Depleted genes

Along with the enriched genes, depleted genes from the n-butanol-challenged libraries identified in the array-CGH were also analyzed, as some of these genes may help to enhance n-butanol tolerance when their expression is decreased. Similar selection criteria as those used for the enriched gene set were applied to identify and analyze the genes that are significantly depleted. 

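The gene fklB, for a peptidyl-prolyl isomerase, was at -2.22 ± 0.84 (SD, n = 4 steps) with n-butanol and -0.19 ± 0.32 in the controls, a difference of -2.03 (standard error 0.34, adjusted p = 0.00983 from limma). The differences were -1.87 for ytfE, which acts in the repair of iron-sulfur clusters, -1.96 for yedF and -1.60 for yihO. Between fklB and ytfE lies cycA, with a difference of -1.70 (adjusted p = 0.12), so the differences of these genes cannot be told apart. The runs below count fklB and ytfE separately because cycA did not pass. The smallest adjusted p of all genes, 0.000231, was that of yhiN, at -1.62 ± 0.08 with n-butanol and 0.07 ± 0.22 in the controls. In all, 115 genes were lower in the 4 butanol steps at an adjusted p under 0.05 from limma (412 at an unadjusted p under 0.05), and 304 with the step as a block. The 114 of them placed on the reference lay in 71 runs of adjacent genes, where 10000 random orders gave a median of 111 and at least 103 (one-sided permutation p = 1e-04, the smallest these orders can give); the longest, of 7 genes, runs from yedE to fliE and holds the phage integrase gene intG.

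The methods' t-test at a p below 5% found 347 genes lower, and 5 after Benjamini-Hochberg adjustment. By the mirror image of the criteria for enrichment, 271 genes were candidates, and 92 of these were among the 115 called by limma. The count of 115 was 71 without butanol step 2, 41 without control step 2, 44 without butanol step 3, 37 without control step 3, 402 without butanol step 4 and 55 without control step 4. The call of yedF ended without butanol step 3 (adjusted p = 0.0564) or control step 3 (adjusted p = 0.0537), and that of ytfE without step 2 or 3 of either group (up to 0.0684 without control step 3).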

A total of 84 significantly depleted genes were identified (see **Figure 2** for the list of genes).

**Figure 2:**
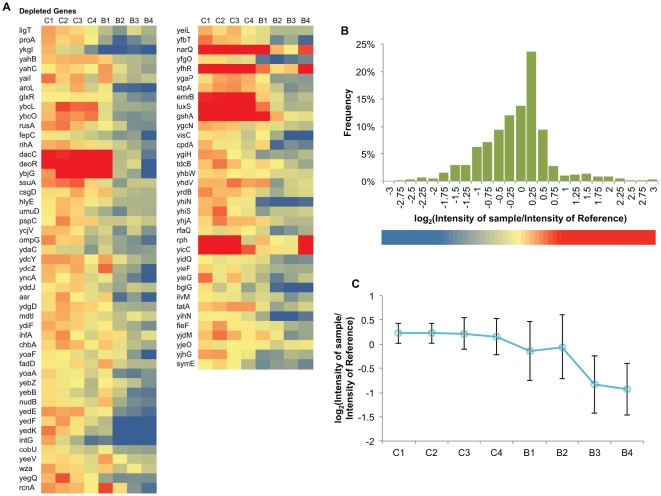
Profiles of genes significantly depleted in the n-butanol challenge. **A**. Heat map of all genes depleted. **B.** Histogram of the range of normalized *log_2_(Intensity of sample/Intensity of Reference*. The colored bar at the bottom part of the figure is the legend for Figure 4A. **C.** The averaged profile.

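Averaged over the 271 depleted candidates, log2(sample/reference) was -0.74 ± 0.59 (SD over genes) in the library labelled butanol step 1, -0.70 ± 0.50 in step 2, -0.71 ± 0.52 in step 3 and -0.38 ± 0.41 in step 4. The controls of steps 1 to 4 stood at -0.08 ± 0.39, 0.07 ± 0.28, 0.15 ± 0.24 and 0.09 ± 0.23. As these genes were chosen by the difference, it is not independent evidence. The gene fklB stood at -2.78 in butanol step 1 and nearer to the reference in step 4, whereas cadC, the activator of the lysine decarboxylase operon, stood at -0.97 in step 1 and -1.55 in step 4.

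In labelled steps 1 and 2, 148 genes were lower than in the controls by limma. The count was 278 with the step as a block and 438 without the first array of control step 1, a setting chosen after seeing the data. In steps 3 and 4, 77 genes were lower (104 with the arrays scaled to the same spread). Of these, 28 were lower in both, where independent lists would share 2.82. As with the higher genes, the lists are not independent, so the 2.82 is no measure of chance. As there, leaving out 1 library leaves a lone one in its group. For steps 1 and 2, leaving out step 3 or step 4 of a group gives the same fit and alters the estimate of the spread alone. Without 1 library the 148 became 27 (butanol step 1), 22 (control step 1), 4 (control step 2), 234 (butanol step 3), 54 (control step 3), 234 (butanol step 4) or 54 (control step 4), and the 77 became 26 (butanol step 3), 5 (control step 3), 125 (butanol step 4) or 18 (control step 4).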

Analysis of the depleted genes may reveal the possible negative effects of higher expression of these genes under n-butanol stress. Those effects can be grouped in two main categories. The first group are genes that when overexpressed possibly increase the metabolic burden to the cell. 

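The gene luxS was strongly enriched over the reference in the controls, at 1.76 ± 0.52 (SD, n = 4 steps), and not with n-butanol, at -0.30 ± 0.57; the difference was -2.06 (standard error 0.30, adjusted p = 0.00659 from limma) and was negative in 4 of 4 steps. It lies between emrB and gshA, for the first enzyme of glutathione synthesis, and gshA had a difference of -1.48 (adjusted p = 0.0148). The gene purP, which the array names yieG, was at -0.86 ± 0.37 with n-butanol and 0.09 ± 0.36 in the controls, a difference of -0.96 (standard error 0.22, adjusted p = 0.0346), and lies in a run of 3 lower genes with yieE and yieF.

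The call of luxS held without any 1 library. That of yieG ended without butanol step 2 (adjusted p = 0.0996), control step 2 (0.118), butanol step 3 (0.106), control step 3 (0.0806) or control step 4 (0.105), and that of gshA, chosen after its value was seen, without butanol step 2 (0.0552), control step 2 (0.0641) or butanol step 3 (0.0621).

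**Figure D2:**
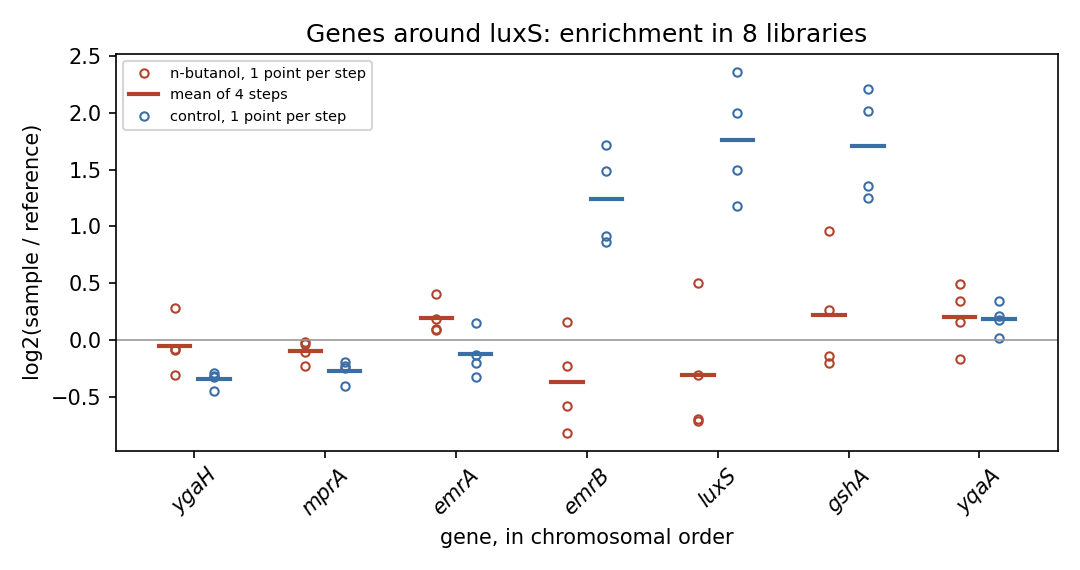
The log2(sample/reference) of genes around luxS in chromosomal order (MG1655, ASM584v2), 1 open point per library and a bar at the mean of 4 steps. In luxS the 4 controls lie between 1.18 and 2.36 and the 4 butanol libraries between -0.71 and 0.50.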

Genes like *purP*, which is involved in energized high-affinity adenine uptake [47], [48], and *luxS*, which synthesizes the quorum sensing molecule autoinducer-2 (AI-2) [49], are likely not directly involved in increase n-butanol susceptibility. Their depletion from the library is likely due to the increased metabolic burden. The second group constitutes genes that may increase the concentration of n-butanol in the cell. OmpG, which is a nonspecific and efficient channel for sugar and large solutes [50], may also allow the diffusion of n-butanol into the cell. **Table 4** shows the results of the gene ontology analysis of the set of depleted genes.

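The gene ompG was at -1.01 ± 0.43 (SD, n = 4 steps) with n-butanol and -0.02 ± 0.53 in the controls. The difference of -0.99 (standard error 0.27, adjusted p = 0.0713 from limma) was negative in 4 of 4 steps and did not pass. Another outer membrane porin gene, ompL, had a difference of -1.13 (standard error 0.19, adjusted p = 0.00943) and was lower. On the second arrays ompL held a value in control step 1 alone, so every other library rests on its first array. It also lies in a run of 3 lower genes with yihN and yihO, so its difference cannot be told apart from theirs. The general porin genes ompC and ompF ran the other way, with 0.48 (adjusted p = 0.147) and 0.44 (adjusted p = 0.164). Of 13 porin genes listed before the data were examined, 0 were higher in limma (2 at an unadjusted p under 0.05) and 1 was lower, ompL, with ompG as the second when adjusted over the list alone.

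As a group the porins did not pass camera (adjusted p = 0.645). Without control step 1 (adjusted p = 0.0147) or butanol step 4 (adjusted p = 0.0121) ompG passed, and without butanol step 4 so did ompC (adjusted p = 0.0211). With the step as a block ompG (adjusted p = 0.00233), ompC (adjusted p = 0.0314), ompF (adjusted p = 0.0453) and ompT (adjusted p = 0.021) passed.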

**Table 4:** Gene Ontology terms enriched in the depleted gene set.

GO ID	Term	Log odd-ratio	Corrected p-value
GO:0006508	Proteolysis	2.54	0.00
GO:0008360	Regulation of cell shape	1.94	0.09
GO:0008658	Penicillin binding	3.42	0.09
GO:0008236	Serine-type peptidase activity	3.57	0.00
GO:0009081	Branched chain family amino acid metabolic process	2.42	0.05
GO:0009405	Pathogenesis	3.42	0.10
GO:0003984	Acetolactate synthase activity	3.42	0.10
GO:0046654	Tetrahydrofolate biosynthetic process	3.42	0.04
GO:0046930	Pore complex	2.94	0.02
GO:0043190	ATP-binding cassette (ABC) transporter complex	1.89	0.09
GO:0009432	SOS response	2.42	0.05
GO:0015774	Polysaccharide transport	2.57	0.09

### Analysis of genes depleted during the n-butanol challenge using the *E. coli* knockout collection

Strains from the Keio knockout collection [51], [52] were used to examine if deletion of the depleted genes could increase the n-butanol tolerance of *E. coli*. The IIE and RSGR parameters were calculated from the wild-type strain and the deletion mutant in M9 minimal medium at 0% and 0.5% (v/v) n-butanol.

Out of 84 genes tested, three genes were found to significantly reduce the inhibitory effect of n-butanol when they were deleted: *astE, ygiH* and *rph*. The calculated parameters are shown in **Table 5**. Improvements in the relative specific growth rates were observed in all three deletion strains in the presence of n-butanol compared with the wild-type (see **Figure 3**). AstE hydrolyzes N^2^-succinylglutamate into succinate and L-glutamate. L-glutamate has been identified to be involved in acid stress response in *E. coli* [53], [54]. Recent studies have demonstrated that n-butanol response in *Lactobacillus brevis* [55] downregulated the acid stress response significantly (Winkler and Kao, manuscript submitted). Thus, deletion of *astE* may lead to decreased L-glutamate pool, resulting in increased n-butanol tolerance. Deletion of *ygiH*, the gene encoding an inner membrane protein, increased resistance to n-butanol by 14.8±1.2%. Studies have found that PlsY proteins in *Bacillus subtilis* and *Streptococcus pneumoniae* exhibit similarities with YgiH, as they both function as the glycerol-3-phosphate acyltransferases for phospholipid biosynthesis [56]. However, in *E. coli*, the function of PlsY is replaced by PlsB, and PlsX and YgiH play important roles in regulating the intracellular levels of acyl-ACP, an important precursor in the fatty acid biosynthesis. Studies demonstrated that single deletions of the PlsX or YgiH do not strongly affect cell growth, however double deletion is synthetically lethal [56]. The depletion of YgiH suggests that phospholipid biosynthesis [56] may be optimized to the requirements needed to overcome the solvent stress. 

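The gene ygiH, for the acyltransferase now named PlsY, was at -0.87 ± 0.19 (SD, n = 4 steps) with n-butanol and 0.11 ± 0.29 in the controls. The difference of -0.98 (standard error 0.17, adjusted p = 0.00983 from limma) was negative in 4 of 4 steps, and its call held without any 1 library. The gene plsX, which acts in the step before, had a difference of 0.35 (standard error 0.12, adjusted p = 0.132). Of 24 genes of fatty acid and phospholipid synthesis listed before the data were examined, ygiH was the only one lower and 0 were higher in limma (2 at an unadjusted p under 0.05), with the same result adjusted over the list alone (camera adjusted p = 0.306).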

Deletion of the RNase PH gene, Rph, resulted in an increase in n-butanol tolerance by 48.4±4.1%. However, the *E. coli* strain BW25113, used in this study, has a *rph-* background, with a frameshift mutation inactivating *rph* function. Complete deletion of this gene may ameliorate transcriptional polarity on the *pyrE* gene, increasing pyrimidine biosynthesis [57]. Thus, *rph* most likely is not directly involved in n-butanol tolerance in *E. coli*.

**Figure 3:**
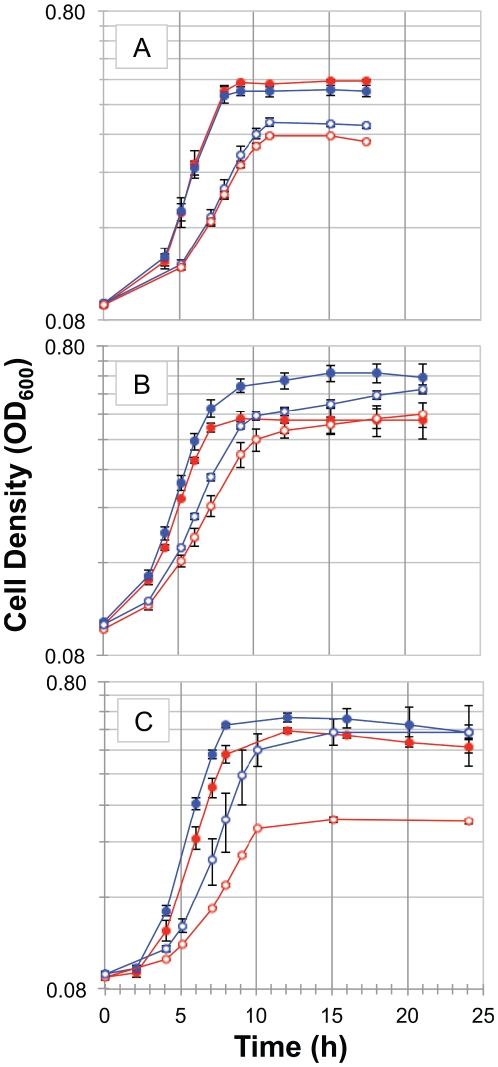
The growth kinetics of A. *ΔygiH*, B. *ΔastE*, and C. *Δrph* vs. wild type. Red lines represent the growth kinetics of wild type in absence (open circle) and presence (solid circles) of 0.5% (v/v) n-butanol. Blue lines represent the growth curves of the deletion strains in absence (open circle) and presence (solid circle) of 0.5% (v/v) n-butanol.

**Table 5:** Genes that significantly enhance n-butanol tolerance when deleted from the *E. coli* genome.

Mutant	IIE	RSGR	p-value
*astE*	48.7±6.3%	−3.3±0.3%	0.00
*ygiH*	14.8±1.2%	12.3±0.6%	0.02
*rph*	48.4±4.1%	−10.2±0.6%	0.01

### Conclusions

Using a genomic library enrichment strategy, we identified genes involved in n-butanol tolerance in *E. coli*. We identified two groups of genes from the n-butanol challenge: genes that were enriched and depleted during the exposure to n-butanol. From the data, we were able to expand the current knowledge on the genes involved in n-butanol tolerance; we observed enrichment of genes involved in membrane functions, transport systems (encoded by *acrB, argO, mdtB* and *emrA*), amino acid transport, sugar transport and stress response proteins. We also found enrichment in genes involved in biotin synthesis (*bioC* and *bioF*), indicating that an increase in this cofactor may help to enhance membrane integrity. Among the depleted genes, we identified genes that when overexpressed may cause undesirable increase in n-butanol inside the cell. We experimentally verified 14 genes that decreased the growth-inhibitory effects of n-butanol on *E. coli*. The overexpression of the iron transport and metabolism related genes, *entC* and *feoA*, increased n-butanol tolerance by 32.8±4.0% and 49.1±3.3%, respectively. Deletion of *astE*, which may lead to decreased L-glutamate (potentially decreasing acid resistance), enhanced n-butanol tolerance by 48.7±6.3%. The genes and mechanisms identified in this study will be useful in the rational engineering of more robust biofuel producers. In addition, since organic solvent tolerance is known as a complex phenotype, there may be potential synergistic effects between different combinations of deletions and overexpressions of genes identified in this work; we will be investigating such effects in subsequent works.

## Materials and Methods

### Bacterial strains, plasmid constructs and genomic library construction

The *E. coli* K-12 strain, BW25113 (Δ(*araD*-*araB*)*567*, Δ*lacZ4787*(::*rrnB*-3), *lambda*-, *rph*-1, Δ(*rhaD*-*rhaB*)568, *hsdR514*), was used in this study. Overnight cultures from frozen stocks were grown in 5 ml of Luria-Bertani broth [58] or on solid LB agar plates supplemented with kanamycin (30 µg/ml) and incubated at 37°C.

Genomic DNA was extracted using DNeasy Blood & Tissue Kit (QIAGEN). The genomic DNA was fragmented to pieces between 2000 and 3000 base pairs using sonication (Ultrasonic Liquid Processor S-4000, Misonix, Inc). The ends of the fragmented DNA were repaired using T4 DNA polymerase (New England Biolabs). The library of repaired DNA fragments were ligated to the pSMART-LC Kan vector (Lucigen Corporation), following the manufacture's instructions and transformed into *E. coli* by electroporation using the Gene PulserMXcell Electroporation System (Bio-rad). Cells (approximately 14,000 colonies) were recovered from the plates and frozen stocks of the genomic library were made and saved at −80°C.

### n-Butanol challenge

The genomic library was inoculated in 25 ml of LB and incubated at 37°C until OD_600_ of approximately 0.6 was reached. A sample was collected to be used as the reference. The enrichment strategy involves the serial transfers of batch cultures in increasing n-butanol concentrations (0%, 0.9%, 1.3% and 1.7% n-butanol v/v) along with the respective controls (enrichment scheme shown in **Figure S1**). For each serial transfer, when the cultures reached the desired OD_600_ (approximately 0.7), a sample was taken, and the plasmids from the enriched libraries were recovered using alkaline lysis procedure [59]. The constructs were verified via PCR, using the primers SL1 5′-CAG TCC AGT TAC GCT GGA GTC-3′ and SR2 5′-GGT CAG GTA TGA TTT AAA TGG TCA GT-3′.

### Comparative genome hybridization microarray (array-CGH)

The plasmid DNA (5 µg) isolated from each step of the enrichment, was digested at 37°C for two hours with 10 units each of AluI and RsaI (Invitrogen Corporation) in a reaction containing 10 mM MgCl_2_ and 50 mMTris-HCl (pH = 8.0). Samples were cleaned using Zymo Clean & Concentrate-5 columns (Zymo Research), and eluted in TE (pH = 8.0). The fragmented plasmid DNA was labeled and hybridized using the BioPrime® Total kit (Invitrogen Corporation) for Agilent aCGH, following manufacture's protocols.

Each labeled sample along with the differentially labeled reference were hybridized to Agilent *E. coli* catalog arrays (*E. coli* gene expression microarray, Agilent Technologies) according to the manufacture's instructions. The arrays were scanned using the GenePix 4100A Microarray Scanner and image analysis performed using GenePix Pro 6.0 Software (Molecular Devices). The Microarray Data Analysis System software was used to normalize the data using LOWESS based normalization algorithm [60], [61]. Subsequently, a Student's t-test was used to identify the genes that are statistically significantly enriched or depleted (p-value below 5%) in the n-butanol challenge. The selected genes were clustered via Cluster Affinity Search Technique [62], using the software MeV (Multiexperiment viewer) from the TM4 Microarray Software Suite [63], to group genes with similar enrichment profiles.

### Growth kinetic parameters calculated for the genes enriched (via ASKA collection) and depleted (via Keio Collection)

The parameters “Improvement in the Inhibitory Effect” (IIE) and “Reduction of Specific Growth Rate in absence of n-butanol” (RSGR) were calculated using Equations 1 and 2 respectively. Those parameters were determined by measuring the maximum specific growth rate (µ_max_) of the wild-type and the clone (carrying the overexpression plasmid or the deletion clone) in M9 minimal medium (supplied with 5 g/L glucose) at two different concentrations of n-butanol, 0% and 0.5% (v/v). The growth kinetics for each strain was measured using a TECAN Infinite M200 Microplate reader (TECAN). Four biological replicas were obtained per sample. A Student's t-test was carried out on the four biological replicates to determine if there was a significant improvement in the n-butanol tolerance when the gene was overexpressed or deleted from the genome.
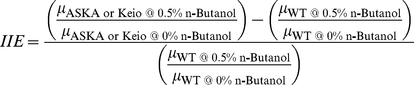
(1)

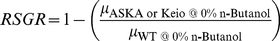
(2)

Where µ_ASKA or Keio @ 0.5% n-Butanol_ and µ_WT @ 0.5% n-Butanol_ are the specific growth rates of the overexpression/deletion strain or wild-type strain in 0.5% (v/v) n-butanol, respectively, and µ_ASKA or Keio @ 0% n-Butanol_ and µ_WT @ 0% n-Butanol_ are the specific growth rates of the overexpression/deletion strain or wild-type strain in the absence of n-butanol, respectively.

### Data Availability

All raw data is MIAME compliant and have been deposited in the GEO database with accession number GSE26223.

## Supporting Information

Figure S1 **n-Butanol challenge strategy.** The library was serially transferred in batch cultures with increasing n-butanol concentration. Control serial transfers in the absence of n-butanol was included.
(EPS)

How the deposited data were processed for this re-analysis (not part of the article)

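Plasmid DNA of an E. coli genomic library was measured by 2-colour array-CGH after each of 4 steps of serial transfer with n-butanol and of 4 matching control transfers without it. Each of the 8 libraries was hybridized to 2 technical arrays, which gives 16 arrays. The sample labels give Cy3 to the library and Cy5 to the unchallenged library on every array. The authors scanned the arrays with a GenePix scanner, normalized each array by LOWESS in the Microarray Data Analysis System and deposited 1 table of log2 ratios, 1 column per array. The table states neither log base nor direction; both were taken from the legends of Fig. 1 and Fig. 2, log2(sample/reference). The filter behind empty cells is not given in the sources used here, and neither is the genome build of the arrays. Scanner files with intensities were not used here.

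The table holds 4062 probes, of which 4042 carry 1 gene name, 20 carry none and 0 carry several, by the platform annotation; each named gene has 1 probe. Arrays hold 3419 to 4060 values. The 2 arrays of a library were averaged and counted as 1 replicate. The 4038 genes with a value in all 8 libraries were tested, and 4 were left out. No pseudocount, floor or further normalization was applied. Gene order and current names come from the reference annotation of MG1655, ASM584v2, in which 4035 genes were matched and 4032 placed in order. The genes were ordered by its start coordinates.

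The main comparison took 4 butanol steps against 4 control steps with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. A model with 4 groups of 2 libraries gave the contrasts of labelled steps 1 and 2, of steps 3 and 4, and the difference between them. The methods' t-test, Student's test with equal variances, was applied to the same 8 values per gene at the p below 5% that the Methods state. Candidates by that test had also to lie above the reference with n-butanol and not be enriched in the controls, which was taken as a control mean above 0 with a one-sample p below 5%; the paper's text names no threshold for that step. The mirror image gave depleted candidates. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated one. They comprise the groups of Table 1, Table 3 and Table 5 and of the paper's text, and lists written before the data were examined: drug and solvent efflux, porins, envelope stress, heat shock, acid resistance, iron uptake and storage, biotin and acetyl-CoA carboxylase, fatty acid and phospholipid synthesis, lipopolysaccharide synthesis, arginine, lysine and leucine synthesis, the arginine succinyltransferase pathway, potassium transport, respiration, flagella and chemotaxis, ribosomal proteins, sigma factors, glucose uptake and glycolysis, and the genes in and beside the deletions of BW25113. The genes kdpF, cpxP, rpmH and rpmJ are not on the array, and rhaA and rhaB lack values in a library. Neighbouring genes were compared by the correlation across genes of the contrast of steps 3 and 4 and by the number of runs of adjacent genes, against 10000 random orders.

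Genes named in the text were chosen by a rule fixed before the data were examined: every gene that the paper's text and tables name, the 10 largest rises and falls among genes past the threshold that moved the same way in every step, and up to 4 members of each list with the smallest p. Of the genes named outside this rule, gshA, soxR, araD and the members of runs around named genes were chosen after their values were seen.

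The scripts were tested on simulated data: for the 4-step comparison of 4038 genes, in 20 simulated sets with 200 changed genes, limma recovered 31.1% of changes of 0.5 on the log2 scale, 83.3% of changes of 1 and 99.4% of changes of 2, and 4.65% of its calls were false. The simulation used independent libraries, which the steps of 1 transfer line are not. Alternatives covered centring and scaling of the arrays, each set of technical arrays alone, all 16 arrays with the replicate number and the library in the model, the step as a block, stricter and looser filters on missing values, another estimate of the spread, the methods' t-test, steps or single libraries left out, other criteria for candidates, and genes further apart. The plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Growth rates of the overexpression and deletion strains and Gene Ontology terms were not analysed here.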

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

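Of the tests in this part, those on whether labelled step 1 or step 4 held n-butanol, on reversed step order, on the first array of control step 1, on exchanged labels, on a component shared by both groups and on a trend along the chromosome were chosen after the result was seen.

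Among 111 genes named in the text, 7 of 222 groups of 4 steps held a library far from the other 3 by Dixon's ratio at a level of 5%, where chance alone gives about 11.1. The gene ptsH stood at 0.052 in butanol step 4 and between 0.55 and 0.59 in the other butanol steps. The gene ompC stood at 0.33 in control step 1 and between -0.12 and -0.07 in the other controls. The gene rplQ stood at -0.18 in butanol step 3 and between 0.16 and 0.22 in the others. The gene yihO stood at -1.60 in butanol step 4 and between -2.25 and -2.17 in the others. The gene spy stood at -1.34 in butanol step 3 and between -0.93 and -0.88 in the others. The gene rph stood at 1.96 in butanol step 1 and between -0.09 and 0.22 in the others, and at -0.41 in control step 1, where its value rests on the first array alone. The gene entC stood at -0.83 in butanol step 1 and between 0.75 and 0.98 in the others.

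The signal shared by the 2 arrays of a library falls with the labelled step in the butanol group, and unevenly in the controls. Their covariance across genes is 0.361, 0.266, 0.151 and 0.0870 in butanol steps 1 to 4. In control steps 1 to 4 it is 0.0775, 0.0870, 0.0342 and 0.0502. A labelled step 1 without n-butanol, as the Methods would have it if the labels are in order, is argued against: 127 genes called from the other steps kept 68.0% of their difference in step 1 (0.752 against 1.11). If the labels are reversed, the 0% of the Methods falls on labelled step 4, and this value does not bear on it. For labelled step 4 the share was 36.1% (356 genes), between the bounds set for the test, so that whether it held n-butanol cannot be told apart. Of the 356 genes, 282 kept the sign of their difference in step 4, with a mean of 0.270 on the first arrays and 0.390 on the second. Butanol step 4 thus differed from its control in the direction of the other steps, but this rests on 1 library of each group. A deposit in reverse order may account for the pattern, since the covariance falls steadily with n-butanol and unevenly in the controls and Fig. 1C and Fig. 2C run the other way. Spearman's rho was -1 with n-butanol and -0.6 in the controls, over 4 steps each, too few for a test of the correlation. A weaker response at higher concentrations, as the labels would give, stays open and was not tested.

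Chance cannot be excluded for the 4-step comparison: of the 35 splits of the 8 libraries into 4 and 4, 2 called as many genes as the real split, with 153 genes for the real split and 1206 for the other; for the candidates it was also 2 of 35, with 584 and 1237. The other split is the same in both, with butanol step 4 and control step 1 exchanged, so that both step 1 libraries share a group, and its size points to a structure of the libraries. Among the 8 splits with 1 library of each step in each group, a comparison chosen after the result was seen, the real split called 153 genes and the others 0 to 2 (584 candidates against 16 to 198); 8 splits are too few for a share under 0.05.

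Control step 1 lies between the groups on its first array. Whether that array holds a butanol library stays open. On a scale from the controls at 0 to the butanol libraries at 1 it lay at 0.335 on 127 genes called from steps 2 to 4 (butanol step 1 arrays, left out of that choice, 0.874 and 0.933). On 100 genes chosen from steps 2 and 3 it lay at 0.371, below the butanol step 4 arrays at 0.445 and 0.486. The distance was less than 0.269, the larger of the gaps between the technical arrays of control step 1 and of butanol step 4. That gap is the array's own distance from its replica at 0.103, so it is no independent bound. The SD of the other control arrays was 0.052. Across all genes the array correlated at 0.731 with the first array of butanol step 1, against 0.287 with its own replica and at most 0.464 with the other first control arrays. A component common to the first arrays stays open, since 2 of 7 other libraries shared the deviation at a correlation above 0.3 (median 0.230) and 13 of 16 arrays were closest to one of their own number. Exchanged labels cannot be told apart from the given ones by the bound set for the test. On 100 genes chosen from steps 2 and 3 butanol step 4 lay 0.178 above control step 1, less than the same gap of control step 1 itself. Both arrays of butanol step 4 lay above both of control step 1. The second array of control step 1 stood at 0.103, near those of control step 4 (0.085 and 0.086), also left out of that choice. The given split called 4 of the paper's 6 depleted genes and the exchanged one 2. Of its 58 enriched genes they called 7 and 34, but of all 4038 genes they called 38 and 821 as higher and 115 and 385 as lower. The second array of control step 1 correlated at 0.754 to 0.848 with those of the other controls and at 0.399 to 0.657 with those of the butanol steps. A component shared by both groups at the same step may contribute, as the deviations of the butanol and control libraries correlated at 0.503 in step 1 and 0.470 in step 4 (0.373 in step 3, but 0.0324 in step 2, which goes against such a component there); whether it is biological, such as the number of transfers, was not tested.

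Neighbouring genes moved together, with a correlation of 0.530 between adjacent genes in the 4-step comparison. A trend along the whole chromosome is argued against by a correlation of 0.0166 between genes 50 apart. Inserts of 2000 to 3000 bp that carry neighbouring genes are a candidate explanation: a gene's difference on one set of arrays correlated at 0.392 with the next gene's on the other set, and at 0.0457 with that of the gene 10 away. An array effect shared by neighbouring probes stays open for part of the pattern, since the difference between technical arrays also correlated between adjacent genes, at 0.342.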

How the results depend on the processing

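Chosen after seeing the data were the settings without step 4, without the first array of control step 1, the single libraries left out of the step contrasts and of the candidates, centred candidates, and other contrasts for neighbouring genes. Over 4 steps 38 genes were higher and 115 lower; higher and lower counts were 91 and 132 with arrays scaled, 25 and 102 without step 1, 111 and 245 without step 4, 78 and 164 without the first array of control step 1, 297 and 304 with the step as a block, and 427 and 347 by the methods' t-test at a p below 5% (3 and 5 after adjustment), while centring (26 and 138), another spread estimate (41 and 100) and other filters stayed within 1.5 times. With 1 array set or library left out they ranged from 6 to 570 and from 31 to 402, the highest without butanol step 4. The technical replicate numbers were not taken to pair libraries, since deviations of arrays with the same number did not correlate above 0.1 in every pair (-0.067 to 0.590, median 0.239), but 13 of 16 arrays were closest to one of their own number, so that a shared component stays open; with them as a block and all 16 arrays, 78 genes were higher and 193 lower. For steps 3 and 4 (11 and 77) the counts were 37 and 104 scaled, 30 and 132 with that block, and 0 to 13 and 1 to 125 with 1 array set or library left out. For steps 1 and 2 (105 and 148) they were 36 and 151 centred, 310 and 278 with the step as a block, 804 and 438 without the first array of control step 1, and 1 to 238 and 4 to 234 with 1 library left out; a lone library is then assumed to vary like the other groups. The difference between these contrasts passed for 0 to 8 and 0 to 1 genes. Enriched candidates (313) were 514 by a paired t-test and 196 to 676 with 1 library left out; depleted candidates (271) stayed within 1.5 times in all 17 alternatives. Of the gene lists, 11 shifted up and 3 down at the preset correlation and after centring, and 0 and 0 with an estimated one. The correlation of adjacent genes in steps 3 and 4 (0.514) was 0.275, 0.140, 0.055 and 0.020 for genes 2, 3, 5 and 10 apart, and 0.479 and 0.422 on the second and the first arrays alone. Of 51 called genes named in the text, 25 to 51 kept their call with 1 library left out, 22 of 43 on the second arrays and 19 of 49 on the first, 46 centred, 46 scaled, 51 with the step as a block and 5 by the adjusted methods' t-test. Genes near 0 changed sign: sgcC (-0.011 centred, -0.020 scaled, -0.0073 without the first array of control step 1, and -0.049 to 0.14 with 1 library left out), araD (-0.056 centred, -0.056 without step 1, and -0.059 to 0.098 with 1 array set or library left out) and accA (-0.065 to 0.047 with 1 array set or library left out). The highest-variance row per gene changes nothing, as each gene has 1 row. The cause of these changes was not tested. Centring moved the median difference of all genes from 0.09 to 0.02, and signal over background was not available to set a limit on dim probes.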

Differences from the paper's values

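The paper's count of enriched genes is 193 (1 more in another sentence), and the candidates by the methods' t-test were 313 here. Of the alternatives set before the data were examined, none came within 1.5 times: 365 without a filter on the controls, 365 with a control mean above 0.5 as the filter, 459 by a t-test on 16 arrays, 514 by a paired t-test and 450 against the reference. The p below 5% is the paper's, while its criterion for enrichment in the controls is not stated in its text. Settings chosen after seeing the values that fell within 1.5 times of the paper's count gave 228 without step 1, 214 with each array centred on its median, and, with 1 library left out, 227 (butanol step 1), 202 (butanol step 2), 216 (control step 2), 254 (butanol step 3), 196 (control step 3) and 217 (control step 4). Of the 18 candidates among the 58 genes that the paper names as enriched, these dropped 9, 3, 6, 7, 5, 2, 8 and 8.

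The paper's count of depleted genes is 84, and the candidates were 271 here. None of the alternatives set before the data were examined came within 1.5 times: 314 without a filter on the controls, 299 with a control mean above 0.5 (for depleted genes, its mirror image), 354 by a t-test on 16 arrays, 289 by a paired t-test and 301 against the reference. The settings chosen after seeing the values gave 190 to 401, and none came within 1.5 times either.

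The paper states that the 58 genes of its text and Table 1 were enriched. All 58 had a positive difference (median 0.39), 27 at an unadjusted p under 0.05, 7 at an adjusted p under 0.05 from limma, 10 adjusted over the list alone, and 18 were candidates by the methods' t-test. Further genes of the 58 passed under the step block (10), the replicate block on 16 arrays (2), the methods' t-test at a p below 5% (13) and, chosen after seeing the data, without step 4 (5) or, from the libraries left out in turn, without butanol step 4 (28). Of the 6 genes named as depleted in the text and Table 5, all had a negative difference and 4 passed; ompG and rph did not. The gene ompG passed with scaled arrays, the replicate block, the step block, the methods' t-test, without step 1, without step 4, without the first array of control step 1, without control step 1 and without butanol step 4, and rph without step 1 or control step 1. In butanol steps 2 to 4 rph stood between -0.09 and 0.22, so its difference without step 1 lay in enrichment in the controls.

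Of the 11 genes of Table 3, taken by the paper from the enriched set, all had a positive difference, 0 passed in limma (6 at an unadjusted p under 0.05) and 1, phnH, when adjusted over the list alone. Up to 6 passed under another setting (without butanol step 4), 5 under the step block, 1 each under the replicate block, another spread estimate, without step 1 and without butanol step 1, and 2 by the methods' t-test.

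The averaged profiles of Fig. 1C and Fig. 2C move away from the reference toward the later butanol steps. In the deposited labels the enriched candidates stood at 0.38, 0.41, 0.32 and 0.19 in butanol steps 1 to 4 and the depleted ones at -0.74, -0.70, -0.71 and -0.38, so that the last labelled step lay nearest to the reference.

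The Results give 0.5% n-butanol for the first step and the Methods 0%.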

Other observations

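The gene lists and their tests were set before the data were examined, and the 3 runs of adjacent genes in the last paragraph were chosen after the result was seen. Of 21 measured acid resistance genes, 5 were lower with n-butanol and 0 higher by limma, and 7 had a positive difference (0 higher at an unadjusted p under 0.05; 6 lower adjusted over the list alone). The genes cadB, for the lysine-cadaverine antiporter, and cadC, its activator, had differences of -1.13 (adjusted p = 0.00169) and -1.05 (adjusted p = 0.00682), ydeP and the response regulator gene evgA -0.96 (adjusted p = 0.02) and -0.61 (adjusted p = 0.0274), and hdeB, for a periplasmic acid chaperone, -0.52 (adjusted p = 0.0426); each of the 5 was lower in 4 of 4 steps. The shift had an adjusted p = 0.00165 from camera and an adjusted p = 0.305 with an estimated correlation. Without 1 library, the calls of cadB and cadC held, that of ydeP ended without control step 2, 3 or 4 or butanol step 3 (up to 0.0812 without control step 3), that of evgA without control step 1, 2 or 3 or butanol step 3 (up to 0.116 without control step 3), and that of hdeB without any library but butanol step 4 (up to 0.161 without control step 3); with arrays scaled to the same spread the difference of hdeB was -0.09 (adjusted p = 0.784) and the call of cadC ended as well (-0.81, adjusted p = 0.0644). The call of hdeB also ended with the replicate block on 16 arrays (adjusted p = 0.0508), with another estimate of the spread (adjusted p = 0.173), without step 4 (adjusted p = 0.0715) and without the first array of control step 1 (adjusted p = 0.0941), and those of evgA and hdeB without step 1 in both groups (adjusted p = 0.07 and 0.0826).

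Of 41 genes of iron uptake and storage, 2 were lower, fepC and fepE of ferric enterobactin transport, at -0.89 (adjusted p = 0.0358) and -0.75 (adjusted p = 0.0486), and 0 were higher in limma (7 at an unadjusted p under 0.05; camera adjusted p = 0.518). Both were lower in 4 of 4 steps, and their calls ended without butanol step 2 or 3 or control step 2, 3 or 4 (up to 0.132 and 0.161, each without control step 3) and, for fepE, without control step 1 (adjusted p = 0.085). They also ended with another estimate of the spread (adjusted p = 0.0558 and 0.0645), and that of fepE without step 1 in both groups (adjusted p = 0.0914) or the first array of control step 1 (adjusted p = 0.0569). Among the genes of Table 3, whose growth effects the paper reports from overexpression, the iron genes entC and feoA had differences of 0.83 (adjusted p = 0.195) and 0.44 (adjusted p = 0.216), phnH 0.45 (adjusted p = 0.0638), focA 0.70 (adjusted p = 0.181), ompT 0.59 (adjusted p = 0.225), ymcE 0.44 (adjusted p = 0.16), hyaF 0.34 (adjusted p = 0.238), metA 0.30 (adjusted p = 0.37) and yibA 0.23 (adjusted p = 0.652). Without butanol step 1, where it stood at -0.83, entC passed (adjusted p = 0.00354). With the step as a block entC (adjusted p = 0.0372), feoA (adjusted p = 0.0441), phnH (adjusted p = 0.0351), ompT (adjusted p = 0.021) and ymcE (adjusted p = 0.039) passed. Without butanol step 4, 6 genes of Table 3 passed, among them focA (adjusted p = 0.0234), feoA (adjusted p = 0.0487), phnH (adjusted p = 0.0375) and ymcE (adjusted p = 0.0211). The remaining genes of Table 3, alsB and yfdG, had differences of 0.37 (adjusted p = 0.296) and 0.35 (adjusted p = 0.219) in the main comparison by limma. The list of Table 3, chosen by the study on these samples, had an adjusted p = 0.00427 from camera and an adjusted p = 0.502 with an estimated correlation.

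Among the genes of Table 5, whose growth effects the paper reports from deletion, astE had a difference of -0.91 (standard error 0.19, adjusted p = 0.0235) and lies in a run of 3 lower genes with spy and astB (-0.89, adjusted p = 0.00682). The genes astD and astA of the same arginine succinyltransferase pathway ran the other way, at 0.32 (adjusted p = 0.186) and 0.37 (adjusted p = 0.2), astA passing as higher without butanol step 4 (0.51, adjusted p = 0.0241), and of the 5 pathway genes 2 were lower and 0 higher in limma (2 higher and 2 lower both at an unadjusted p under 0.05 and adjusted over the list alone; camera adjusted p = 0.480). The call of astE ended without control step 2, 3 or 4 or butanol step 3 (up to 0.0965 without control step 3), and that of astB with arrays scaled to the same spread (adjusted p = 0.0608). The gene rph had a difference of -1.18 (adjusted p = 0.273) that passed without control step 1 (adjusted p = 0.0457) and without step 1 in both groups, at -2.37 (adjusted p = 0.000787). Its value in control step 1 rests on the first array of that library alone. In butanol steps 2 to 4 rph stood between -0.09 and 0.22, and on the arrays of control steps 2 to 4 between 1.07 and 4.07. The difference without step 1 thus lay in enrichment in the controls and not in values clearly below the reference with n-butanol. The lists of Table 5 (adjusted p = 0.00201) and of purP, luxS and ompG (adjusted p = 0.00162) passed camera, with an adjusted p = 0.305 and an adjusted p = 0.209 with an estimated correlation, and both were chosen by the study on these samples.

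Other lists moved little. Of 24 heat shock genes 1 was lower, ibpA (-0.53, adjusted p = 0.0486; the call ended without any 1 library but butanol step 4, with up to 0.196 without control step 2, with arrays scaled, at 0.0529, without step 1 in both groups, at 0.0826, and without the first array of control step 1, at 0.0627), of 27 lipopolysaccharide synthesis genes 1, rfaQ (-0.85, adjusted p = 0.0375; the call ended without control step 1, 2, 3 or 4 or butanol step 2 or 3, with up to 0.135 without control step 2, and without step 1 in both groups, at 0.0816), with 2 adjusted over the list alone, and of 31 flagella and chemotaxis genes 1, fliE (-1.47, adjusted p = 0.00983), which lies in the run from yedE; 0 of these were higher in limma (4, 1 and 4 at an unadjusted p under 0.05). Of 21 respiration genes 0 passed in limma (1 at an unadjusted p under 0.05). The camera adjusted p was 0.480 for heat shock, 0.527 for lipopolysaccharide synthesis, 0.582 for flagella and 0.366 for respiration. Of 5 measured genes in the deletions of BW25113 and 8 beside them, 0 passed in limma (1 lower and 0 at an unadjusted p under 0.05; camera adjusted p = 0.542 and 0.645).

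The longest runs of lower genes were yedE to fliE (7 genes, mean difference -1.52), ybcL to ybcO (5 genes, -1.18) and ykgB to ykgE (5 genes, -1.04). The paper's text and tables name none of their genes, and Fig. 2A shows some of them.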
